A study of Mus musculus with 3 samples. Its data were reported in "Stress-NRF2 response axis polarizes tumor macrophages and undermines immunotherapy" (2025).

How the data were processed

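Single-cell RNA sequencing of fixed cells measured gene expression in CD45+F4/80+ cells sorted from subcutaneous MC38 tumors, 1 library per group (ctrl, 1xCD40 and 3xCD40). In this chemistry, pairs of probes hybridize to the transcripts of a fixed gene panel, a probe barcode marks the sample, and a unique molecular identifier (UMI) marks each captured probe pair. Per the labels, Cell Ranger 7.2.0 made the files on the GRCm39 assembly, and Scanpy 1.9.2 was used downstream. The deposited values used here are UMI counts per gene and barcode, not normalized, in the filtered matrix of the 1xCD40 library. The authors' barcode lists of the 1xCD40 and 3xCD40 libraries were used to count shared droplets. The ctrl and 3xCD40 matrices were not analysed here. How many mice were pooled into the library is not given in the sources used here. Counts of a probe panel depend on the probes chosen per gene, so levels of different genes are not compared as amounts of RNA.

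The matrix held 17951 genes and 10960 barcodes. Barcodes with at least 500 genes and at most 10% mitochondrial UMIs were kept, which left out 92 barcodes. Scrublet, as implemented in Scanpy, marked 1 of the remaining 10868 barcodes at its automatic threshold, which was removed. A caller that marks so few is taken as not having worked, so doublets were estimated in another way. The first 16 bases of a barcode name the droplet and the rest the sample, and 2171 of the 12585 droplets of the 3xCD40 list also held a 1xCD40 barcode (17.3%, exact binomial interval 16.6% to 17.9%). Under independent loading this corresponds to 0.189 1xCD40 cells per droplet and to 9.17% of 1xCD40 barcodes holding more than 1 cell of that library. An alternative that removed this share of barcodes, highest Scrublet scores first, was added after seeing the data.

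Analyses were run in Python 3.11.15 with Scanpy 1.11.5, anndata 0.12.19, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9 and Matplotlib 3.10.9. Counts were scaled to 10000 per cell and log-transformed, 2000 variable genes were selected, 30 principal components were computed, and cells were clustered on a graph of 15 neighbors by Leiden at resolution 1.0. Cell type markers were fixed before the data were examined, and the rule that applies them was chosen after the clusters were seen. A cluster held a class when at least 3 and at least 50% of the class's markers had at least 20 CPM, at least 4 times the median cluster and at least 10% of the highest cluster. A cluster whose mean log2 macrophage marker level was no more than 1 below the median cluster counted as macrophage-like. The monocyte markers were not used for naming, so monocytes were not set apart from macrophage-like cells. Clusters that met both were left unnamed. A cluster that held more than 1 class was named by the class with the highest share of markers held. Names are suffixed with "-like", since no annotation by the authors was used, and a difference from the study can come from these rebuilt names. In 1 alternative, clusters whose mean cell cycle list CPM was at least 4 times the median were left out, which removed cluster 12 only. In another, added after seeing the data, clusters 8 and 12 were left out, whose cell cycle list median was at least 2 log2 units above that of the other macrophage-like cells.

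For comparisons of detection, each macrophage-like cell was thinned without replacement to 5525 UMIs, the 10th percentile of their totals, and for shares across cell classes to 1000 UMIs. At 1000 UMIs, 27 macrophage-like, 44 neutrophil-like, 5 NK cell-like, 5 T cell-like, 11 fibroblast-like, 1 mature dendritic cell-like and 1 mast cell-like cells were left out. Cells are not replicates, so no significance test was run. Sums carry exact Poisson intervals, shares exact binomial (Clopper-Pearson) intervals and ratios of sums exact conditional binomial intervals, all at 95%, and all cover counting error only. A list's median log2 ratio was set against 10000 random lists of the same size drawn from 20 bins of mean expression, and its percentile describes this library alone. The random lists do not allow for list members that vary together. The interval of a list median used for the alternatives came from 1000 Poisson redraws of its members' counts.

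Apart from genes such as Adgre1, C1qa, Ccr2 and Col1a1, named genes followed a rule set before the data were examined. It took 12 genes that the study names for this axis, the 10 highest and 10 lowest ratios among genes with at least 50 CPM in either class, up to 4 members per list with the largest absolute ratio, the 10 largest loadings at each end of PC1, and 5 leading genes per cluster. The members of the class II list, the NRF2 list and other lists come from general knowledge and not from these libraries. Lists share some genes, such as Vegfa of the hypoxia and immunosuppressive lists, so their results are not separate. Spp1 and Cxcl9 define the classes and were left out of results between them. Some list members are outside the probe panel, and counts of members cover those measured with at least 20 CPM in either class. Gene positions came from the GENCODE vM39 annotation of GRCm39, in which 17950 of 17951 gene identifiers were found.

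The ratio, its interval and the list percentile were tested on simulated class sums with 200 genes changed by known folds among 6867 genes. The sums were drawn as independent Poisson counts from a pooled profile. The simulation therefore checks the calculation, and not variation among cells or genes that vary together. Every gene changed by 1 or 2 log2 units kept its sign, and the intervals held the true value for 98.0% and 96.0% of genes lowered by 2 and 1, for 90.0% and 94.0% of genes raised by 1 and 2, and for 95.7% of 6667 unchanged genes. Of 1000 simulated lists of unchanged genes, 6.00% fell outside the central 95% of random lists. Alternatives covered the cell filter, doublets, clustering resolution, the number of variable genes, cell cycle genes, thinning, UMIs needed for detection, the class definition, the chemokine that defines the second class, the CPM minimum, scaling, and the summary over cells. Added after seeing the data were removal of high doublet scores, thinning before PC1, classes matched on UMI total or on cluster makeup, and removal of a cluster with 2 mature dendritic cell markers among its leading genes. For the match on makeup, counts were weighted to the clusters of the Spp1-only cells, over clusters with at least 20 cells of each class or, in a looser form, at least 10.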

Results

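MC38 is a mouse colon carcinoma line that grows as a subcutaneous tumor in C57BL/6 mice. The study asked how tumor-associated macrophages respond to an agonistic antibody against CD40, a receptor through which T cells activate antigen-presenting cells. The labels describe 3 libraries, 1 per group. Mice received an isotype control antibody (ctrl), 1 injection of anti-CD40 on day 11 at 20 mg/kg (1xCD40), or 3 injections on days 11, 13 and 15 (3xCD40). CD45+F4/80+ cells, the macrophage gate, were sorted from tumors 24 hours after the last injection and profiled by probe-based single-cell RNA sequencing of fixed cells. The count matrix analysed here is that of the 1xCD40 library. The ctrl and 3xCD40 matrices were not analysed here, so the treatments are not compared and the values below describe variation among cells of 1 library. There is no replicate, no significance test and no p-value, and the intervals given are 95% intervals that cover counting error only.

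The 1xCD40 library held 10960 barcodes and 137415850 UMIs over 17951 genes. The median barcode had 10959 UMIs, with a range from 496 to 213867, and 3602 detected genes. After filtering, 10867 cells were kept.

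The sort was mostly but not purely macrophage-like cells, a class from which monocytes were not set apart. Macrophage-like cells, rich in Adgre1, which encodes F4/80, and in the complement gene C1qa (4427 CPM, UMI counts scaled to the total of each class, against 118.5 CPM in T cell-like cells), made up 8670 of the 10867 kept cells, or 79.8% (exact binomial interval 79.0% to 80.5%). Neutrophil-like cells, led by S100a9, Lcn2 and S100a8, made up 9.44% (8.90% to 10.0%). NK cell-like cells, led by the granzyme genes Gzmd, Gzmg and Gzmc and by Prf1 (perforin), made up 3.32% (2.99% to 3.68%). T cell-like cells, led by Trac and the CD3 genes, made up 3.26% (2.93% to 3.61%). Their cluster held a 1.00 share of the T cell markers, but also a 0.67 share of the plasmacytoid dendritic cell markers. It thus met the naming rule for both classes, and it serves as the background below. Fibroblast-like cells made up 0.552% (0.422% to 0.710%), mature dendritic cell-like cells 0.276% (0.186% to 0.394%) and mast cell-like cells, with Mcpt4, Cma1 and Cpa3, 0.258% (0.171% to 0.372%). A further 338 barcodes, 3.11% (2.79% to 3.45%), carried the markers of macrophages together with those of T and NK cells (223 barcodes, median 17057 UMIs) or of neutrophils (115 barcodes, median 13526 UMIs) and were left unnamed. The median UMI total was 1693 in neutrophil-like cells, 12714.5 in macrophage-like cells and 25107 in fibroblast-like cells. With at least 1000 genes per cell and at most 5% mitochondrial UMIs, the macrophage-like share was 86.4%.

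The first principal component (PC1) of the 8670 macrophage-like cells ran from Arg1 to Tmem176a, H2-Eb1 and Cd74, and Spp1 lay on the Arg1 side. The study examined the loadings of PC1 over its 3 libraries. Here PC1 was computed within the 1xCD40 macrophage-like cells alone, explained 11.9% of the variance of 2000 variable genes and was signed so that Cxcl10 loaded positive. Arg1 (arginase 1, an enzyme that consumes arginine) had the most negative loading at −0.189, followed by Thbs1 at −0.154, Tgfbi at −0.139, Il1b at −0.132, Fn1 at −0.130, Adam8, Cd14, Vegfa, Tgm2 and AA467197. Spp1 (osteopontin, a secreted matrix protein) had a loading of −0.0339 and ranked 87 of 2000 from the negative end. The most positive loadings belonged to Tmem176a (0.165), H2-Eb1 (0.147), Cd74 (0.137), Selenop, Apoe, Serpina3g, Ccl7, Fgl2, Pltp and Naaa. Of the genes the study names for its positive direction, Ccl8 ranked 15 from the positive end, Cxcl10 ranked 17, Gbp8 ranked 23, Cd40 ranked 33 and Gbp5 ranked 36, while Irf1 was not among the variable genes. Ccl5 ranked 142 from the positive end with a loading of 0.0157. Gclm, which encodes a subunit of the enzyme that starts glutathione synthesis and is a target of the stress factor NRF2, ranked 177 from the negative end, and Lyz2 was not among the variable genes.

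The signs of PC1 loadings differed among gene lists fixed before the data were examined. The share of all variable genes that loaded negative was not worked out, so the counts below have no baseline. They also include loadings near 0. All 10 variable members of the hypoxia and glycolysis list and 10 of 13 variable NRF2 targets loaded negative, as did 11 of 15 immunosuppressive and repair genes. Positive loadings were found for 8 of 9 variable members of the interferon-γ response list, 7 of 7 of the type I interferon list and 10 of 12 of the chemokine list. All 10 variable genes of the dissociation and heat-shock list, a sign of handling stress, also loaded positive, and 5 of 7 variable members of the CD40 and costimulation list and 8 of 11 of the TNF and NF-κB list loaded negative. Only 3 members of the MHC class II list were variable, 2 positive and 1 negative. When the cells were divided into 10 equal groups by PC1 score, Spp1 was at 549 CPM (exact Poisson interval 532 to 566) in the most negative group and at 5.38 CPM (4.25 to 6.72) in the most positive. Arg1 was at 7057 CPM and 36.1 CPM in the same groups, and H2-Eb1 at 1486 CPM and 7951 CPM. The median UMI total was 7647 in the most negative group and 15874 in the most positive, so PC1 also followed depth (Pearson r across cells with log10 UMIs 0.445; cells are not replicates). These genes are among those from which PC1 was computed.

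**Figure D1:**
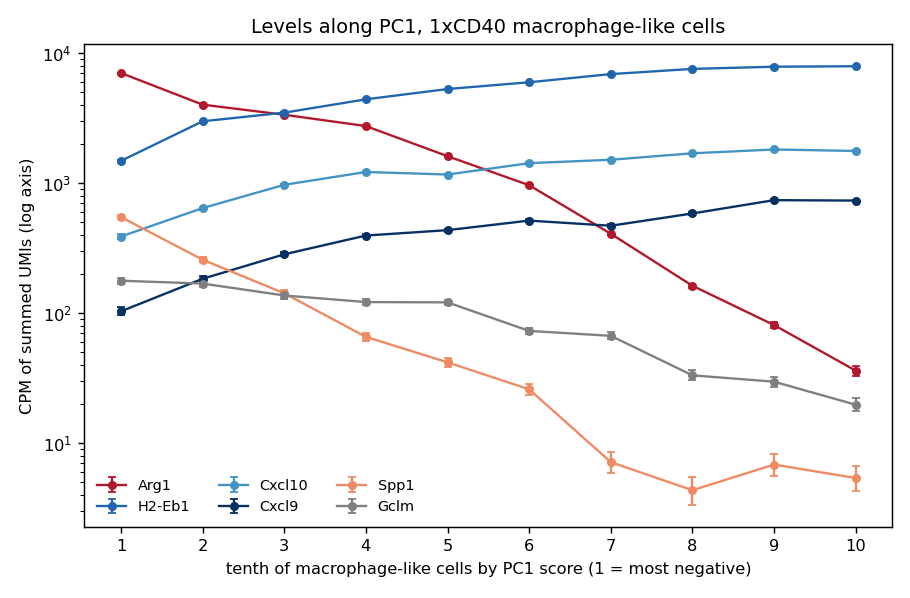
CPM of 6 genes on a log axis in 10 equal groups of the 1xCD40 macrophage-like cells ordered by PC1 score, with exact 95% Poisson intervals that cover counting error only. Arg1 ran from 7057 CPM to 36.1 CPM and Spp1 from 549 CPM to 5.38 CPM, while H2-Eb1 ran from 1486 CPM to 7951 CPM.

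Spp1 and Cxcl9 were found together in fewer macrophage-like cells than their separate shares give. Cxcl9 encodes a chemokine induced by interferon-γ that attracts T cells, and the study set Cxcl9+ against Spp1+ macrophages. On the GRCm39 assembly, Spp1 (ENSMUSG00000029304) lies on chromosome 5 from 104582165 to 104589235, Cxcl9 (ENSMUSG00000029417) on chromosome 5 from 92469206 to 92475945, and Cxcl10 (ENSMUSG00000034855) beside it from 92494497 to 92496748. H2-Eb1 (ENSMUSG00000060586), an MHC class II chain, lies on chromosome 17 from 34504236 to 34535648, Arg1 (ENSMUSG00000019987) on chromosome 10 from 24791118 to 24803817, and Gclm (ENSMUSG00000028124) on chromosome 3 from 122039126 to 122065061. Cells were thinned to 5525 UMIs each, which left 7804 macrophage-like cells and left out 866 shallower ones. Spp1 was then detected in 10.3% (9.66% to 11.0%) and Cxcl9 in 37.4% (36.3% to 38.5%) of cells. Without thinning the shares were 15.0% and 44.7%. Both genes were detected in 207 cells, 2.65% (2.31% to 3.03%), against 3.86% from the product of the shares, a ratio of 0.687 (0.598 to 0.786). The ratio was 0.850 (0.779 to 0.925) for Spp1 with Cxcl10 and 0.839 (0.774 to 0.908) for Spp1 with H2-Eb1. Demanding more UMIs of each gene gave fewer joint cells relative to the product. At 3 UMIs the ratio for Spp1 with Cxcl9 was 0.395 (0.263 to 0.570). For background, at 1000 UMIs per cell Spp1 was detected in 1.15% (0.313% to 2.91%) of T cell-like cells, median depth 3557.5 UMIs, and in 4.67% (4.24% to 5.14%) of macrophage-like cells, median depth 12714.5 UMIs. Cxcl9 was detected in 1.43% (0.467% to 3.31%) and 19.0% (18.2% to 19.9%) of the same classes.

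To ask how these cells differed, 351 Spp1-only macrophage-like cells (at least 2 Spp1 UMIs and 0 Cxcl9 UMIs after thinning) were set against 2008 Cxcl9-only cells (at least 2 Cxcl9 UMIs and 0 Spp1 UMIs). A further 248 cells with 1 Spp1 UMI and 702 with 1 Cxcl9 UMI, with 0 UMIs of the other gene, lay just outside these limits, so the classes are ranges of a continuum and not cell types. UMIs were summed per class over the full counts, 4499726 in Spp1-only and 33244479 in Cxcl9-only cells. Ratios below are log2 of CPM in Spp1-only over Cxcl9-only cells with exact counting intervals. The median gene with at least 20 CPM in either class was at 0.14, or −0.04 under median-of-ratios scaling, so ratios near 0 carry no direction. Counts of members higher or lower are against 0, and the share of all genes above 0 was not worked out.

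RNA of MHC class II presentation genes was lower in Spp1-only cells. Of the 7 list members with at least 20 CPM, 6 were lower, with a list median of −1.75, below all of 10000 random lists matched on expression (percentile 0). H2-Eb1 was at 1991 CPM against 8814 CPM (−2.15, interval −2.18 to −2.12), H2-Aa at −2.06 (−2.09 to −2.02), H2-Ab1 at −1.98 (−2.01 to −1.95) and Cd74, the invariant chain, at −1.75 (−1.77 to −1.73). The exception was Ctss, a protease that trims the invariant chain, at 0.03. The MHC class I list also had a lower median, −0.48 (percentile 0.44; −0.20 and −0.27 with cells matched on the makeup of 3 and 5 clusters), with 9 of 10 members lower, among them Psmb9 at −0.73, Tap2 at −0.68, Tap1 at −0.66 and Nlrc5 at −0.62. Psmb9, Psmb8 and Tap1 are on the interferon-γ list too.

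Interferon-γ response genes were lower as well. Of 20 members, 19 were lower in Spp1-only cells, with a median of −1.02 (percentile 0), or −0.62 with cells matched on the makeup of 3 clusters. Ciita, the activator of MHC class II transcription, was at −2.44 (−2.68 to −2.20), and the guanylate-binding protein genes Gbp8, Gbp5 and Gbp4 at −2.17 (−2.35 to −1.99), −1.79 (−1.92 to −1.67) and −1.66 (−1.82 to −1.51). Irf1, a transcription factor of the interferon response, was at −1.14 (−1.20 to −1.08). The exception was Nos2, inducible nitric oxide synthase, at 1.06 (1.00 to 1.13). Cxcl9 itself is a target of interferon-γ, so selecting cells on Cxcl9 bears on this list. Ciita is on this list and activates MHC class II transcription, so the selection can bear on the class II list too. Random lists matched on expression do not remove this. The type I interferon list had a median of 0.09 (percentile 61.0), below the median gene (0.14), with 10 of 16 members above 0. Ifit3 was at 0.69 (0.59 to 0.79), Rsad2 at 0.48 (0.43 to 0.54), Ifi44 at −0.47 (−0.72 to −0.23) and Zbp1 at −0.43 (−0.48 to −0.39). The list median (−0.73), Ifit3 (−1.23) and Rsad2 (−0.78) were below 0 when Cxcl10 stood in place of Cxcl9.

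Chemokines and costimulatory genes went both ways. Among chemokines, Ccl5 (−2.03, −2.11 to −1.96), Ccl8 (−1.59, −1.66 to −1.52) and Cxcl10 (−1.14, −1.18 to −1.09) were lower in Spp1-only cells, whereas Ccl3 was higher (1.01, 0.93 to 1.09), and 7 of 11 members were higher, with a median of 0.39 (percentile 97.8) that turned to −0.083 with Cxcl10 in place of Cxcl9. In the CD40 and costimulation list, 7 of 9 members were lower, with a median of −0.75 (percentile 0), or −0.32 and −0.37 with cells matched on 3 and 5 clusters. Cd40, the target of the antibody, was at 203 CPM against 572 CPM (−1.50, −1.59 to −1.40), the adhesion molecule gene Icam1 at −1.99 (−2.08 to −1.90) and Il27 at −1.64 (−2.21 to −1.12), while Cd80 was at 1.22 (1.10 to 1.33). The TNF and NF-κB list had a median of 0.09 (percentile 53.7), split 7 to 7 and turned to −0.39 among genes with at least 100 CPM. Its neutrophil-attracting chemokines were higher, Cxcl3 at 4.00 (3.68 to 4.33), Cxcl1 at 1.77 (1.57 to 1.97, but −0.56 with cells matched on 3 clusters) and Cxcl2 at 1.47 (1.41 to 1.53), as was Il1a at 2.44 (2.17 to 2.70).

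NRF2 targets and hypoxia genes were higher in Spp1-only cells. Of 18 NRF2 targets, 15 were higher, with a median of 0.99 (percentile 100 of 10000 random lists). Random lists are drawn gene by gene, whereas members of a list can vary together. The classes were also chosen on Spp1 and Cxcl9. A percentile of 0 or 100 therefore sets no list in this comparison apart from other genes that vary together. Slc7a11, the cystine transporter that feeds glutathione synthesis, was at 2.35 (2.17 to 2.52; −0.63 with cells matched on clusters 1, 5 and 8), Gclm at 140.5 CPM against 35.1 CPM (2.00, 1.86 to 2.14), Gstm1 at 1.89 (1.53 to 2.24) and glutathione reductase Gsr at 1.80 (1.67 to 1.93). All 17 measured hypoxia and glycolysis genes were higher, with a median of 0.67 (percentile 100). Egln3, an oxygen-sensing hydroxylase, was at 2.30 (2.18 to 2.43), Ddit4 at 2.01 (1.83 to 2.19), the angiogenic factor gene Vegfa at 1.49 (1.43 to 1.56) and Ero1a at 1.38 (1.31 to 1.45). Both medians were smaller with the classes matched on cluster makeup, an alternative chosen after seeing the data. The NRF2 median was then 0.18 over 3 clusters and 0.53 over 5, and the hypoxia median 0.08 and 0.20. Whether makeup or differences within clusters account for this was not settled.

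Immunosuppressive and repair genes had the highest list median, 1.83 (percentile 100), with 14 of 16 members higher, and 0.56 over 3 clusters when matched on cluster makeup. Arg1 was at 3873 CPM against 507 CPM (2.93, 2.90 to 2.97), fibronectin Fn1 at 3.59 (3.54 to 3.64), Chil3 at 3.35 (3.15 to 3.55) and the elastase gene Mmp12 at 3.23 (2.95 to 3.52). Retnla went the other way at −3.69 (−4.60 to −2.91), from 13 UMIs in Spp1-only cells. Lipid and lysosome genes had a median of 0.57 (percentile 100), with 11 of 16 higher (0.24 without the cell cycle-rich clusters 8 and 12), led by Cd9 at 3.42 (3.29 to 3.55), Gpnmb at 2.14 (1.93 to 2.34), Trem2 at 1.86 (1.72 to 2.00) and Ctsl at 1.47 (1.42 to 1.52). Gpnmb, Trem2 and Lgals3 are on the immunosuppressive list too. Monocyte genes had a median of 1.19 (percentile 100; 0.47 and 0.30 with cells matched on 3 and 5 clusters), with 7 of 10 higher, among them Hp at 2.36 (2.22 to 2.51), Vcan at 1.83 (1.55 to 2.11) and S100a4 at 1.69 (1.65 to 1.73). The complement and resident-like list split 6 to 6, with a median of −0.31 (percentile 2.17) that turned to 0.16 with cells matched on UMI total and to 0.081 matched on 3 clusters, so the list has no direction that holds, Pf4 at 1.87 (1.82 to 1.92) and Stab1 at 1.64 (1.55 to 1.74) against Selenop at −0.95 (−1.01 to −0.89) and Folr2 at −0.92 (−1.01 to −0.83). The cell cycle list had a median of 0.48 (percentile 95.4) over 5 members, Top2a at 0.60, Mcm2 at 0.58 and Mcm5 at 0.48 among them, with Pcna at 0.20, and ran from −0.77 with cells matched on 5 clusters to 0.92 without cluster 12. The dissociation and heat-shock list had a median of 0.13 (percentile 76.1), with Hspa1b at 0.86, Egr1 at −0.57, Hspa1a at 0.42 and Fos at 0.30. As means of log-normalized values the list turned to −0.15, Hspa1b to −0.11 and Hspa1a to −0.25, and the list was at −0.042 under median-of-ratios scaling. Lyz2, a general myeloid gene, was at −0.48 (−0.50 to −0.46) and turned to 0.25 with cells matched on 3 clusters, as did Folr2 (0.33) and Egr1 (0.16). As means of log-normalized values per cell, the medians were −3.06 for MHC class II, 0.36 for NRF2, 0.42 for hypoxia, 0.44 for immunosuppressive, 0.37 for monocyte, 0.094 for lipid and −0.27 for CD40 and costimulation genes. These are differences of mean log values with a constant added before the log, which shrinks differences of low genes. They are another measure than the log2 ratios of CPM, so their size cannot be set against those ratios.

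**Figure D2:**
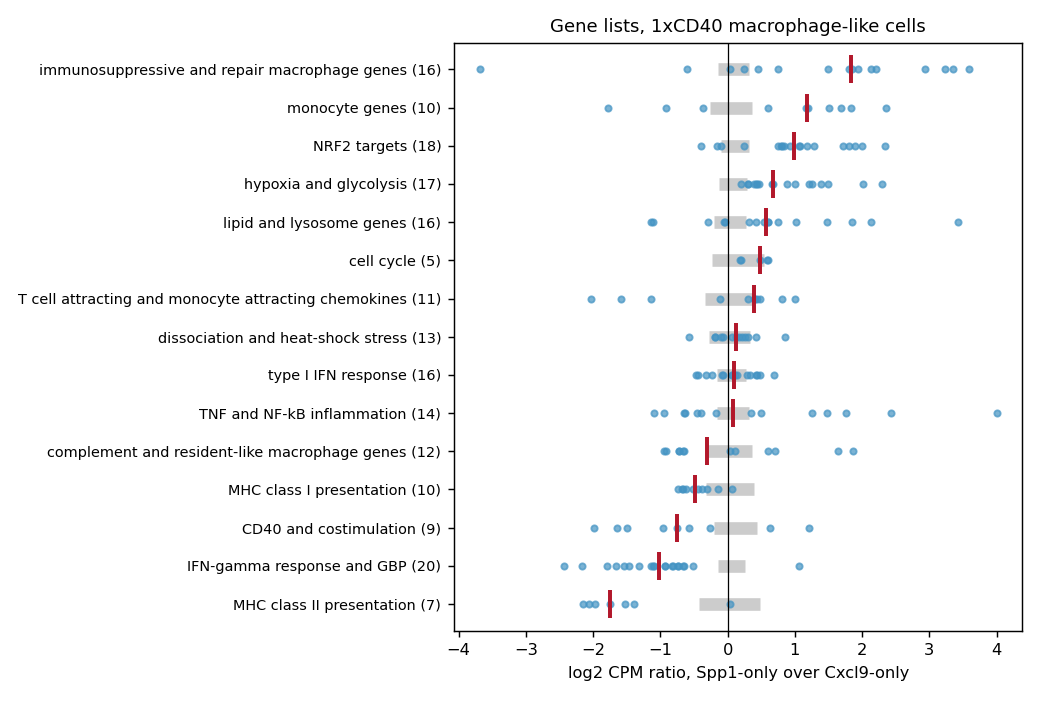
Log2 CPM ratio of Spp1-only over Cxcl9-only macrophage-like cells for the members of each gene list (points, number of members in parentheses), the list median (red mark) and the central 95% of medians of matched random lists (grey band). Immunosuppressive genes (1.83), NRF2 targets (0.99) and hypoxia genes (0.67) lie right of the band, and MHC class II (−1.75) and interferon-γ response genes (−1.02) lie left of it. The band does not allow for list members that vary together.

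Over all genes with at least 50 CPM in either class, the highest ratios belonged to Ppbp (5.63, 5.12 to 6.19), Nt5e, the ectoenzyme CD73 that makes adenosine (4.16, 3.91 to 4.41), the protease inhibitor gene Slpi (4.13, 3.99 to 4.29), Cxcl3, Pdpn (3.66, 3.53 to 3.78), Fn1, Cd9, Chil3, Mmp12 and Gpr183 (3.17, 2.94 to 3.41). The lowest belonged to Tspan33 (−3.09, −3.68 to −2.55), Dnase1l3 (−2.81), Gbp2b (−2.77), Tmem176a (−2.68), Il4i1 (−2.64), Calhm6 (−2.62), Serpina3g (−2.52), Ciita, Htra1 (−2.39) and Tmem176b (−2.38). Markers of other cell types also differed between the classes. The single markers printed next are outside the rule for named genes in this comparison. The 2 measured fibroblast markers had a median of 2.63, with Col1a1 at 40.0 CPM against 6.92 CPM (2.53). The median over 4 measured neutrophil markers was 2.39, with S100a8 at 107 CPM against 13.4 CPM (3.00) but S100a9 at a log2 ratio of 0.37 (−0.18 to 0.88). The median over 3 mature dendritic cell markers was −2.64, and over 10 macrophage markers it was −0.01. The 207 cells with both genes needed only 1 UMI of each, against 2 UMIs for the classes. At 2 UMIs of each gene, 60 cells held both. Summed over the 207 cells, H2-Eb1 (4802 CPM), Arg1 (1760 CPM) and Gclm (60.1 CPM) lay between the 2 classes. Mmp12 (91.1 CPM) and Top2a (90.8 CPM) were above both classes. Such sums cannot tell intermediate cells from a mixture that includes doublets or background RNA.

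The macrophage-like cells formed 12 clusters, numbered by size, and Spp1 was high in 3 of them. Spp1 was at 274 CPM (265 to 283) in cluster 1, at 238 CPM (229 to 248) in cluster 3 and at 198 CPM (188 to 208) in cluster 8, and at 57.3 CPM or less in the others. These 3 clusters differed in the other genes of the axis. Cluster 1 (1493 cells, 17.2% of macrophage-like cells), defined by Spint1, Il1r2, Chil3, AA467197 and Axl, had the highest level of the monocyte chemokine receptor gene Ccr2 (343 CPM) and the lowest of Adgre1 (300.1 CPM) of the 12 clusters, with H2-Eb1 at 6544 CPM, Cxcl9 at 504 CPM and Gclm at 22.1 CPM. Ccr2 and Adgre1 were chosen after their values were seen. Cluster 3 (1155 cells, 13.3%), defined by Ptges, Cxcl3, Hp, S100a8 and Ppbp, had the highest Arg1 of the clusters at 7456 CPM and the highest Gclm at 364 CPM (352 to 375), with H2-Eb1 at 765 CPM and Cxcl9 at 36.2 CPM. Cluster 8 (599 cells, 6.91%), defined by H1f5, Ch25h, Cdca3, Ccna2 and Pmepa1 and rich in cell cycle genes, had Arg1 at 3546 CPM, Gclm at 83.0 CPM and the lowest H2-Eb1 at 341 CPM. Cluster 10 (325 cells, 3.75%), defined by Ctsk, Cd5l, Ednrb, Cd36 and Gdf15, had Gclm at 254 CPM (241 to 268) with Spp1 at 26.1 CPM. Relative to all other macrophage-like cells, the median NRF2 target was highest in cluster 3, 0.73 higher on the log2 scale in cluster 10 and 0.23 in cluster 5, and −0.41 in cluster 1 and −0.14 in cluster 8.

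Cxcl9 was highest in cluster 7 (632 cells, 7.29%), at 1983 CPM, where it is a defining gene beside Exoc3l4, Ccl5, Colq and Htra1. The mature dendritic cell markers Il4i1 and Fscn1 were also among its 10 leading genes. Markers of other classes also stood among the 10 leading genes of cluster 1 (Chil3 of monocytes and Itgax of dendritic cells), cluster 2 (Clec10a of dendritic cells), cluster 3 (Hp of monocytes and S100a8 of neutrophils) and cluster 9 (Mgl2 of dendritic cells). Cluster 7 also had the highest Cxcl10 at 2373 CPM and H2-Eb1 at 10169 CPM, with little Spp1 (48 UMIs). The remaining clusters were cluster 2 (15.5%; Ighm, Clec10a, Gbp2b, Serpina3g and Lyz1), cluster 4 (9.43%; Iqcn, Trim69, Egr1 and the heat-shock genes Hspa1b and Hspa1a), cluster 5 (8.66%; Hyal1, Fabp5, Ccl5, Socs1 and Slc13a3), cluster 6 (8.44%; Cxcl13, Lyve1, Cd163, Fcna and Gas6), cluster 9 (6.19%; Dcstamp, Mgl2, Retnla, Mmp12 and F7), cluster 11 (2.62%; Raver2, Fcrl5, Fcrls, Tmtc4 and Enpp2) and cluster 12 (0.692%; the cycling genes Rrm2, H1f5, Tcf19, Nusap1 and Pbk). Spp1-only cells came mostly from cluster 1 (148 cells), cluster 3 (81 cells) and cluster 8 (73 cells). Cxcl9-only cells were spread more widely, with 438 in cluster 7, 401 in cluster 2 and 287 in cluster 1.

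**Figure D3:**
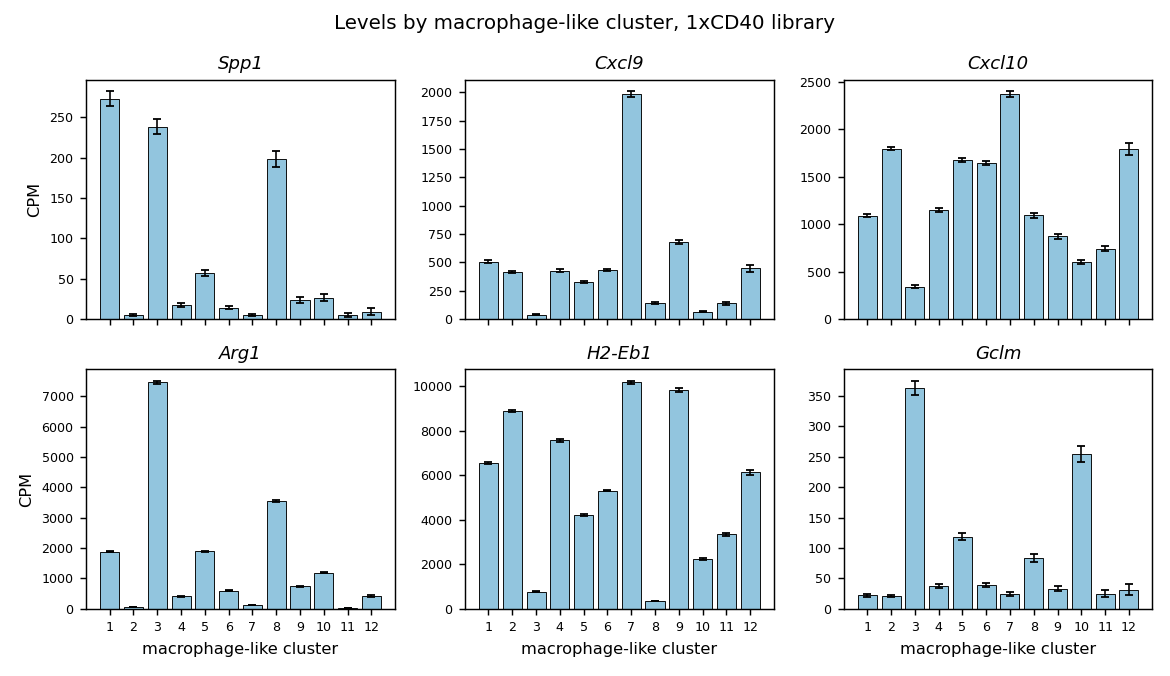
CPM of 6 genes in the 12 macrophage-like clusters of the 1xCD40 library, numbered by size, with exact 95% Poisson intervals that cover counting error only. Clusters 1 and 3 were close in Spp1 (274 and 238 CPM) and far apart in Gclm (22.1 and 364 CPM) and H2-Eb1 (6544 and 765 CPM).

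Cytokine genes differed by cell class. CPM is a share of a class's UMIs, and the classes differ in depth. The median UMI total was 1693 in neutrophil-like, 12714.5 in macrophage-like and 25107 in fibroblast-like cells. An order of classes by CPM, here and in the next paragraph, is therefore not an order by UMIs per cell. The order by UMIs per cell was not worked out and can differ. Spp1 was highest in NK cell-like cells, at 1591 CPM (1536 to 1647), followed by neutrophil-like cells at 576 CPM (543 to 609.7), fibroblast-like cells at 287 CPM (261 to 314) and macrophage-like cells at 76.3 CPM (74.8 to 77.9). T cell-like cells, which give the background, were at 6.52 CPM (3.25 to 11.7), and mast cell-like cells had 0 Spp1 UMIs (upper bound 13.3 CPM). After thinning to 1000 UMIs, 27.8% (23.2% to 32.8%) of NK cell-like cells, 16.7% (14.4% to 19.2%) of neutrophil-like cells and 1.15% (0.313% to 2.91%) of T cell-like cells had a Spp1 UMI. The unthinned shares were 44.6%, 21.8% and 2.82%. The 5% of NK cell-like cells with most Spp1 held 59.1% of their Spp1 UMIs, and without them the level was 749 CPM. In macrophage-like cells the top 5% held 85.3%. Cxcl9 was at 1100.5 CPM (966 to 1248) in the 30 mature dendritic cell-like cells and at 490.2 CPM (486 to 494) in macrophage-like cells, against 16.6 CPM in T cell-like cells. Cxcl10 was at 1368 CPM in macrophage-like and 963 CPM in fibroblast-like cells. Ccl5 was at 4284 CPM in mature dendritic cell-like, 1443 CPM in NK cell-like, 1284 CPM in T cell-like and 752 CPM in macrophage-like cells.

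The interleukin-12 subunit gene Il12b was at 923 CPM (800.5 to 1059) in mature dendritic cell-like cells and at 3.27 CPM (2.96 to 3.60) in macrophage-like cells, and Il12a, the other subunit, was highest in neutrophil-like cells at 75.5 CPM (64.1 to 88.4). Ifng, the gene of interferon-γ, was at 578 CPM (543 to 616) in T cell-like and 379 CPM (352 to 407) in NK cell-like cells, against 0.235 CPM (0.158 to 0.338) in macrophage-like cells. Cd40 was at 2101 CPM (1914 to 2302) in mature dendritic cell-like cells and 392 CPM (388 to 395) in macrophage-like cells, against 12.4 CPM (7.70 to 19.0) in T cell-like cells, and Cd40lg, the gene of its ligand, was at 64.6 CPM (53.0 to 77.9) in T cell-like cells. Il1b and Tnf were highest in neutrophil-like cells, at 13240 CPM and 1575 CPM, against 976 CPM and 177 CPM in macrophage-like cells. Il10 was at 238 CPM in T cell-like, 112 CPM in neutrophil-like and 51.0 CPM in macrophage-like cells. Il6 was at 238 CPM in fibroblast-like and 1.57 CPM in macrophage-like cells, Il15 at 74.1 CPM in neutrophil-like and 31.5 CPM in macrophage-like cells, and Il27 at 90.9 CPM in mature dendritic cell-like and 14.0 CPM in macrophage-like cells. The F4/80 gate can set which of these classes were present and in what number.

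**Figure D4:**
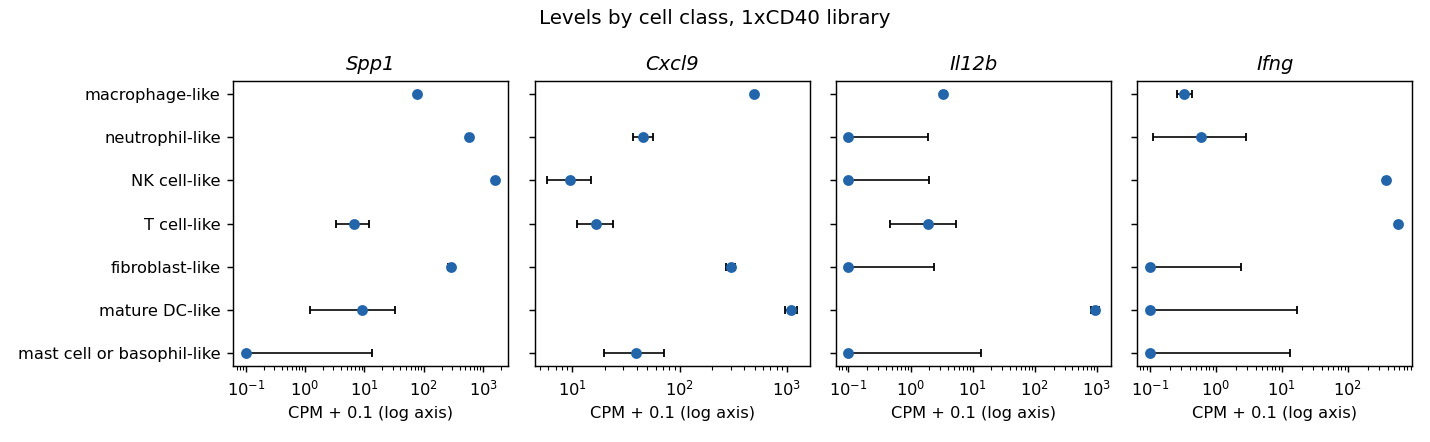
CPM of Spp1, Cxcl9, Il12b and Ifng by cell class in the 1xCD40 library, on log axes after adding 0.1, with exact 95% Poisson intervals that cover counting error only. Spp1 was highest in NK cell-like cells (1591 CPM), Cxcl9 and Il12b in mature dendritic cell-like cells (1100.5 and 923 CPM) and Ifng in T cell-like cells (578 CPM). Without the 5% of NK cell-like cells with most Spp1, their level was 749 CPM. The classes differ in UMIs per cell, so CPM does not order them by UMIs per cell.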

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

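All values are from 1 library, cells are not replicates, and no significance test was run, so no direction here is known to hold in another mouse. No paired analysis was possible because the labels give 1 library per group. Of 90 alternatives to the main results, 31 stayed inside the counting interval of the main value (for the rank of Spp1 on PC1, within a factor of 1.5), 59 moved out of it and 0 turned direction. The macrophage-like share, the rank of Spp1 and the detection ratio cannot fall below 0, so only the list medians could turn. MHC class II and interferon-γ lists stayed below 0 and the NRF2 list above 0 in every setting, but matched on 3 clusters the hypoxia median (0.083) was below the median gene of the main comparison (0.14), and within cluster 1 it was −0.003. The interval of the NRF2 median matched on 3 clusters (0.18, 0.09 to 0.24) spanned that median gene. Within cluster 1 the NRF2 median was 0.06 (−0.11 to 0.10), so the NRF2 list has no clear direction there. Over 20 redraws of the thinning, the NRF2 median ran from 0.85 to 1.06, MHC class II from −1.84 to −1.66, interferon-γ from −1.08 to −0.91 and hypoxia from 0.69 to 0.86, so the hypoxia value in the report (0.67) lies below its own redraws and part of the movement below is redraw noise. Settings marked (after) were chosen after seeing the data. The looser cluster match was added because the first left out cluster 3. Values are list medians of log2 ratios, or log2 ratios for genes, unless named otherwise. Means of log-normalized values are differences of mean log values, another measure, yet they enter the counts above.

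With at least 200 genes and at most 20% mitochondrial UMIs, values were MHC class II −1.66, NRF2 0.88, hypoxia 0.83. With at least 1000 genes and at most 5%, values were macrophage-like share 86.4%, MHC class II −1.63, interferon-γ −0.90, hypoxia 0.76. With the Scrublet call kept, values were MHC class II −1.68, NRF2 0.83, interferon-γ −0.92, hypoxia 0.77. With 9.17% of barcodes removed by Scrublet score (after), values were macrophage-like share 81.5%, MHC class II −2.005, NRF2 0.90, interferon-γ −1.35, hypoxia 0.78. At resolution 0.5, values were macrophage-like share 78.6%. Without thinning, values were Spp1 with Cxcl9 ratio 0.787. At 2 UMIs, values were Spp1 with Cxcl9 ratio 0.493. At 3 UMIs, values were Spp1 with Cxcl9 ratio 0.395. With classes from 1 UMI, values were MHC class II −1.42, NRF2 0.77, interferon-γ −0.76. With classes from 5 UMIs, values were MHC class II −2.15, interferon-γ −1.37, hypoxia 0.90. With Cxcl10 in place of Cxcl9, values were MHC class II −1.62, NRF2 1.14, interferon-γ −1.51, hypoxia 0.79, and direction turned for type I interferon −0.73, chemokines −0.083, cell cycle −0.39, Ifit3 −1.23, Rsad2 −0.78, Top2a −0.68, Mcm2 −0.25, Mcm5 −0.51, Pcna −0.12. Without a CPM minimum, values were NRF2 0.93, hypoxia 0.78. From 100 CPM, values were NRF2 0.93, hypoxia 0.56, and direction turned for TNF and NF-κB −0.39, complement 0.040. Under median-of-ratios scaling, values were MHC class II −1.92, NRF2 0.82, interferon-γ −1.19, hypoxia 0.50, and direction turned for type I interferon −0.079, TNF and NF-κB −0.083, dissociation −0.042. Without cluster 12, the only one that met the cycling rule, values were MHC class II −1.96, NRF2 0.90. Without cluster 7 (after), values were NRF2 0.81, hypoxia 0.78, and direction turned for dissociation −0.0023. Without clusters 8 and 12 (after), values were MHC class II −1.42, interferon-γ −0.85, hypoxia 0.95. As means of log-normalized values, values were MHC class II −3.06, NRF2 0.36, interferon-γ −0.88, hypoxia 0.42, and direction turned for type I interferon −0.020, TNF and NF-κB −0.0046, dissociation −0.15, Rsad2 −0.056, Hspa1b −0.11, Hspa1a −0.25. Matched on UMI total (after), values were MHC class II −1.84, NRF2 0.91, and direction turned for complement 0.16. Matched on cluster makeup over clusters 1, 5 and 8 (after), values were MHC class II −1.29, NRF2 0.18, interferon-γ −0.62, hypoxia 0.083, and direction turned for TNF and NF-κB −0.40, complement 0.081, cell cycle −0.48, Lyz2 0.25, Cxcl1 −0.56, Slc7a11 −0.63, Folr2 0.33, Top2a −1.15, Mcm2 −0.43, Mcm5 −0.79, Pcna −0.34, Egr1 0.16, Fos −0.034. Matched on makeup over clusters 1, 3, 4, 5 and 8 (after), values were MHC class II −1.35, NRF2 0.53, interferon-γ −0.63, hypoxia 0.20, and direction turned for TNF and NF-κB −0.047, complement 0.029, cell cycle −0.77, Ifi44 0.018, Folr2 0.045, Top2a −1.14, Mcm2 −0.43, Mcm5 −0.77, Pcna −0.21, Egr1 0.16.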

Other observations

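Several genes were high in the classes other than macrophage-like cells. NK cell-like cells carried cytotoxic genes, with Gzmc at 11762 CPM, Gzmb at 8047 CPM, Gzma at 5545 CPM and Prf1 at 2573 CPM, and the chemokine gene Xcl1 at 836 CPM. T cell-like cells mixed cytotoxic and regulatory genes, with Gzmb at 2586 CPM, Ctla4 at 1631 CPM, Tnfrsf4 at 754 CPM, Cd4 at 526 CPM, Foxp3 at 335 CPM and Cd8a at 191 CPM. Neutrophil-like cells had Ccl3 at 13716 CPM, Cxcl2 at 11618 CPM, Ccl4 at 9805 CPM and Cd274, which encodes PD-L1, at 1798 CPM. Mature dendritic cell-like cells had Ccl22 at 3533 CPM. Adgre1, the gene of the gating marker, was at 746 CPM in macrophage-like cells, 296 CPM in neutrophil-like, 25.6 CPM in NK cell-like and 21.3 CPM in T cell-like cells. These genes were chosen after their values were seen.

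Spp1 was higher in NK cell-like than in macrophage-like cells, and all 4 tests of this pattern were chosen after the result was seen, with 3 predictions (all but the share held by a few barcodes) written after the values were known. If macrophage RNA in NK droplets carried Spp1, Spp1 per UMI of C1qa, C1qb, C1qc and Apoe would be close to that of Spp1-only macrophages, but it was 32.3 times that level, and per UMI of S100a8 and S100a9 it was 137 times that of neutrophil-like cells (128 to 146). A few barcodes do hold much of it, since the 5% of NK cell-like cells with most Spp1 held 59.1% (57.4% to 60.9%) of the Spp1 UMIs, yet that share was 85.3% in macrophage-like cells. Without them the level was 749 CPM (708 to 791), above the highest macrophage-like cluster (274 CPM), so neither RNA from macrophages or neutrophils nor a few barcodes alone accounts for it. As a hypothesis, NK cells in this tumor may transcribe Spp1 (749 CPM without the top cells), but RNA from tumor cells and binding of the probes to another transcript were not tested (fibroblast-like cells, at 287 CPM, were themselves below this level), and a second Spp1 probe set in sorted NK cells would test this.

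Some macrophages held both Spp1 and Cxcl9, and both tests were chosen after the result was seen, with the prediction of the doublet test written after its value was known. Droplets holding 2 macrophages should have more UMIs, but the median of cells with both genes was 0.899 times that of cells with 1 of them (12802 against 14244), although it lay above that of Spp1-only cells (9817) and below that of Cxcl9-only cells (14810), so the reference matters. Random pairing at the expected multiplet share would give 55.2 such cells, 26.7% of the 207 seen, so doublets could make a part of them. Free Cxcl9 RNA was tested at 1000 UMIs, where 7.67% (5.27% to 10.7%) of Spp1-detected macrophages held Cxcl9 against 1.43% (0.467% to 3.31%) of T cell-like cells. The Cxcl9 background seen in T cells therefore does not account for the Cxcl9 of Spp1-detected macrophages. Free Spp1 RNA in Cxcl9-detected macrophages was not tested, so how many of the 207 cells come from background and doublets together stays open.

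NRF2 targets were higher in Spp1-only than in Cxcl9-only macrophages, and both matched analyses were chosen after the result was seen. Matching on UMI total left the median at 0.91 (0.81 to 1.06), so depth does not account for it. Matching on cluster makeup gave 0.18 (0.09 to 0.24), which met the prediction written for a difference of cluster makeup. That match left out cluster 3, the highest in NRF2 targets, and a looser match added after the first value was seen gave 0.53 (0.42 to 0.68), after which the rule was changed to need both, so a difference within clusters and a difference of makeup cannot be told apart: clusters were built from the same genes, and 18 Cxcl9-only cells in cluster 3 keep it open. Within single clusters the NRF2 median was 0.06 (−0.11 to 0.10) in cluster 1, 0.47 (0.40 to 0.81, 18 of 18 targets higher) in cluster 5 and 0.24 (0.09 to 0.35, 12 of 16 higher) in cluster 8 (148, 28 and 73 Spp1-only cells), and whether clusters differ was not tested.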
